A study of Mus musculus with 7 samples. Its data were reported in "The E3 ubiquitin ligase Nedd4L preserves skeletal muscle stem cell quiescence by inhibiting their activation" (2024).

How the data were processed

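ATAC-seq was performed by the authors on 5000 freshly sorted MuSCs per library, with an OMNI-ATAC type of lysis and Tn5 tagmentation. There were 4 Nedd4L-cKO and 3 WT libraries, grouped by the genotype in their labels and numbered as in their titles. The study's methods state that adapters were trimmed, that read pairs were aligned to mm10 with BWA-MEM, that alignments of low mapping quality were dropped and that duplicates were removed with Picard.

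Peaks were called by the authors for each library on its own, without a control and without pooling replicates. Per the file headers this was done with MACS2 version 2.2.7.1 in broad mode, with tags shifted by -100 bp and extended to 200 bp so that a tag is centred on the Tn5 cut, an effective genome size of 1870000000 bp, a q-value cutoff of 0.1 for broad and 0.05 for narrow peaks, and 1 tag kept per position and strand. Paired-end mode was off, so the tags are single read ends of 151 bp. MACS2 estimated the background from the library itself, genome-wide or over 10000 bp, whichever was higher.

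Each library has 3 deposited files with the same peaks. Per the file headers, the pileup is a signal: the mean coverage of extended tags over the peak, not scaled to depth. The deposited fold enrichment is a ratio of pileup to local background within the library. The deposited p-value and q-value of each peak are given as -log10, and the score column deposited by the authors is 10 times the -log10 q. The gapped list deposited by the authors also marks narrow peaks inside broad ones. As fold and pileup are each peak's own value from a separate run, shifts of regions between the genotypes were tested on ranks alone. Fold and pileup otherwise served mainly to rank, filter or describe peaks within a library. Some checks, such as those of strong regions and of the X chromosome, also set pileups or their ratios side by side between libraries. Median fold per library was among the measures checked for extreme libraries.

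Peaks on the 19 autosomes and on chromosomes X and Y were used. The 2 peaks per library on the mitochondrial genome were left out of the comparisons. No 2 libraries shared a peak with the same ends and pileup (0 at most in any pair), so each was counted as 1 replicate. No list of artifact-prone regions was applied, because none for mm10 was used here. The highest peak end on chromosome 1 was 195371800, which lies beyond the GRCm39 chromosome of 195154279 bp, so GRCm39 coordinates were not used. Gene spans came from RefSeq on GRCm38, the same assembly as mm10. Strands came from GENCODE by symbol and chromosome, which gave a TSS, the outer end of the span, for 19666 of 21887 protein-coding genes (89.9%). A promoter peak overlapped the TSS ± 1 kb by at least 1 bp. Coordinates are 1-based on mm10.

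Per-library values (number of peaks, covered length, median length and promoter share) were compared by exact permutation tests on the difference of means over all 35 splits of 7 libraries into 4 and 3, so that the smallest p is 0.0286. Overlapping peaks (at least 1 bp) of all libraries were merged into regions. In regions called in all libraries, each library's highest fold per region was ranked within the library and turned into normal scores, which are in units of 1 SD of the ranks. On these, Pearson's r, the share of variance between genotypes (PERMANOVA) and limma 3.58.1 (lmFit and eBayes in R 4.3.3, Benjamini-Hochberg adjustment) were computed. Percentile ranks run from 0 for the lowest to 100 for the highest fold. The Jaccard index was computed in bases. All 7 libraries entered each fit with no covariate. A family of 9 exact tests was adjusted by Benjamini-Hochberg. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

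The limma step was tested on simulated data: with 200 of 53245 regions shifted by 1.5 normal-score units it recovered 80%, and with a shift of 2 units 99%. The count of separating regions was tested by planting 100 regions in each direction among simulated calls for 95163 regions, which made the real split the single highest of 35 in both directions.

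Genes and regions named in the text follow a rule fixed before the data were examined: a list of 18 genes, 1 of which enters the counts and is otherwise not reported here; the 2 regions with the lowest unadjusted limma p in each direction if none passed adjustment; the 2 separating regions in each direction with the highest minimum fold; and the 3 regions with the highest median rank. Alternatives fixed at the same time were a -log10 q of at least 5, the same number of peaks in every library, broad peaks that hold a narrow peak, autosomes alone, a TSS window of 2.5 kb, other definitions of overlap and rank, limma with trend and robust options, a replicate block for the values per library, the share of variance and limma, and leaving out each library in turn. A covariate for log2 tags kept, ranks by pileup for the gene list, and the replicate block for the Jaccard index, the pairwise correlation and the counts of separating regions were added after the data were seen. Depth per library was 14.4 to 20.1 M kept tags (M, mega). The lists hold no read counts outside peaks, so a region without a peak has no value and no counting interval.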

Results

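The data describe open chromatin in muscle stem cells (MuSCs), the PAX7-expressing cells that lie quiescent on adult muscle fibers and repair them after injury. ATAC-seq, a sequencing assay of accessible chromatin, uses the Tn5 transposase to cut and tag DNA where chromatin is open, so that cut sites pile up at active promoters and enhancers. Each library came from 5000 MuSCs sorted directly from mouse skeletal muscle. There were 4 libraries from Nedd4L-cKO mice and 3 libraries from WT mice. In Nedd4L-cKO mice an exon of the E3 ubiquitin ligase gene Nedd4l is deleted in Pax7-expressing cells. The study states that this exon codes for part of the catalytic domain and that transcription of the gene continues without it. The question was whether the loss of Nedd4L alters the chromatin accessibility of freshly isolated MuSCs. For every library the authors' list of broad peaks was analysed, with the position, pileup and fold enrichment of each peak on mm10.

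The depth of the libraries was read from the headers of the peak lists. MACS2 read 35.4 ± 5.47 M tags (mega, SD, n = 4) per Nedd4L-cKO library and 30.6 ± 1.99 M (SD, n = 3) per WT library. After it had kept 1 tag per position and strand, 17.2 ± 2.51 M tags (SD, n = 4) were left in Nedd4L-cKO and 16.3 ± 1.65 M (SD, n = 3) in WT, a difference smaller than the spread between libraries (exact permutation test, two-sided, p = 0.657). The shallowest library, WT replicate 3, held 14.4 M kept tags and the deepest, Nedd4L-cKO replicate 4, held 20.1 M. WT replicate 3 was also the only library whose header named lane 2, and the other 6 named lane 1. Values within lane 1 are therefore those of 4 Nedd4L-cKO and 2 WT libraries, and lane 2 held 1 library of 1 genotype.

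The targeted gene was examined first. Nedd4l spans 64884480 to 65217826 on chromosome 18, and its outermost transcription start site (TSS), at 64884480, had no peak within 1 kb in any of the 7 libraries. The region closest to it that was called in all libraries lay 2317 bp inside the gene, at 64886797 to 64889137, and was chosen after its values were seen. Its percentile rank by fold enrichment within the library was 62.7 ± 6.40 (SD, n = 4) in Nedd4L-cKO and 65.4 ± 5.75 (SD, n = 3) in WT (difference -0.07 normal-score units, SE 0.178, limma adjusted p = 1.00). Across the whole gene there were 33.2 ± 1.71 peaks (SD, n = 4) in Nedd4L-cKO and 33.7 ± 0.577 (SD, n = 3) in WT (exact permutation test, two-sided, p = 0.8286). Of 40 merged regions in the gene, 0 separated the genotypes. Of the 23 called in all libraries, 1 had an unadjusted limma p under 0.05, and the lowest p adjusted over these 23 regions was 0.707. The floxed exon was not located, so these peak lists do not show in any library whether the allele was recombined.

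The number of accessible regions was compared next. The lists held 72358 ± 4593 broad peaks (SD, n = 4) in Nedd4L-cKO and 71998 ± 392.3 (SD, n = 3) in WT, and the difference of 360.1 peaks was smaller than the spread between libraries (exact permutation test over the 35 splits of the libraries into 4 and 3, two-sided, p = 1). The smallest p that this design allows is 0.0286. The sign of the difference rested on Nedd4L-cKO replicate 4, which had 79158 peaks. Without it the difference was -1907 peaks (exact permutation test, p = 0.1, the smallest that 10 splits allow). The alternative that moved the difference most was the set of broad peaks that hold a narrow peak, with a difference of -2831 peaks (exact permutation test, p = 0.371). This set kept 92.5% and 92.8% of the peaks of WT replicates 1 and 2, and 84.7 to 87.3% in the other libraries. A step in the calling, described below, may explain these shares, so the -2831 peaks should not be read as a genotype effect. Within lane 1 the difference was 536.2 peaks (exact permutation test over 15 splits, p = 1).

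Peaks covered 65.5 ± 5.44 Mb of the genome (SD, n = 4) in Nedd4L-cKO and 64.5 ± 1.71 Mb (SD, n = 3) in WT (exact permutation test, two-sided, p = 0.971). Nedd4L-cKO replicate 4 covered 73.6 Mb, and without it the difference of 1.01 Mb became -1.67 Mb (exact permutation test, p = 0.2). Within lane 1 it was 0.0244 Mb (exact permutation test, p = 1). The median peak length was 827 ± 14.9 bp (SD, n = 4) in Nedd4L-cKO and 818 ± 25.8 bp (SD, n = 3) in WT (exact permutation test, two-sided, p = 0.629). Its sign rested on WT replicate 3, since within lane 1 the difference of 9.08 bp became -5.75 bp (exact permutation test, p = 0.667). Among the broad peaks that hold a narrow peak, Nedd4L-cKO peaks were longer by 36.8 bp (exact permutation test, p = 0.0286, the smallest possible and unadjusted for the alternatives tried). The uneven share of peaks that this set keeps per library was not accounted for. Peaks within 1 kb of the TSS of a protein-coding gene made up 16.6 ± 0.821% of the peaks (SD, n = 4) in Nedd4L-cKO and 16.7 ± 0.145% (SD, n = 3) in WT (exact permutation test, two-sided, p = 0.943). That difference of -0.0971 percentage points changed sign without Nedd4L-cKO replicate 4, to 0.302 percentage points (exact permutation test, p = 0.3), and was -0.18 percentage points within lane 1 (exact permutation test, p = 0.867).

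**Figure D1:**
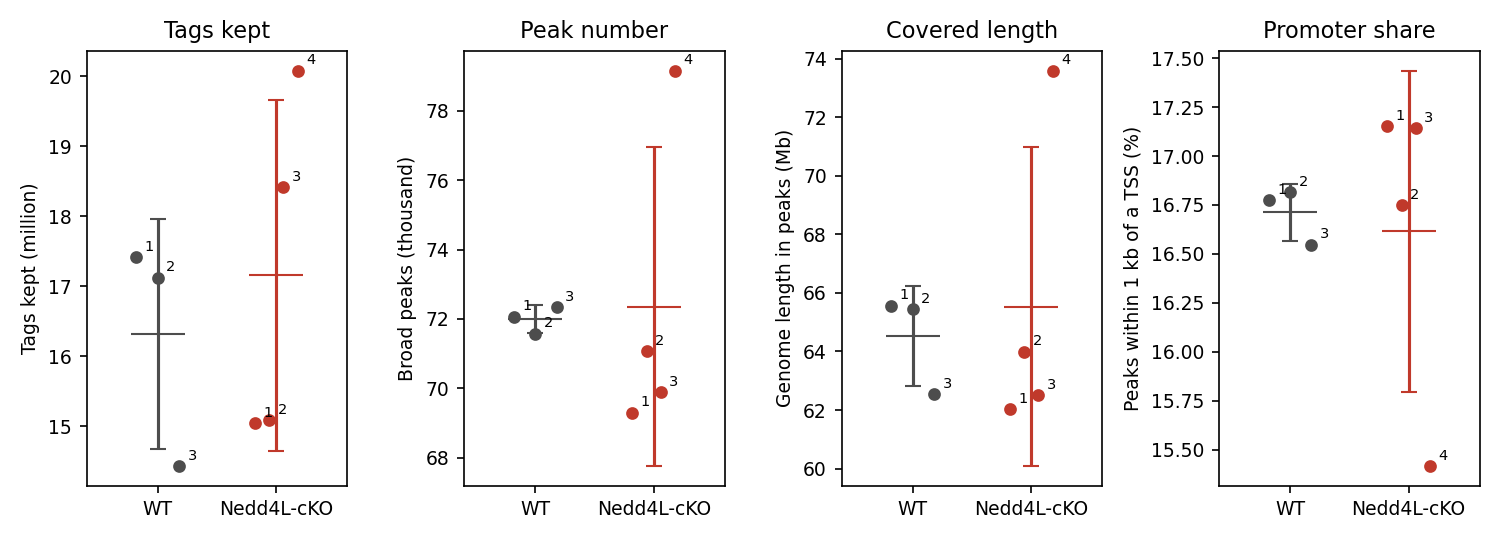
Tags kept by MACS2 (M), number of broad peaks (k), genome length in peaks (Mb) and share of peaks within 1 kb of a TSS (%) for the 3 WT and 4 Nedd4L-cKO libraries (points, numbered by replicate), with group means and SD as lines and bars. The axes do not start at 0, and Nedd4L-cKO replicate 4 has the most tags (20.1 M), the most peaks (79158) and the longest covered length (73.6 Mb).

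Whether libraries of one genotype resemble each other more than libraries of different genotypes was asked in 3 ways. The bases covered by peaks were compared with the Jaccard index, the shared length divided by the joint length. It averaged 0.682 over the 9 pairs of one genotype and 0.691 over the 12 pairs of different genotypes. Libraries of one genotype were thus not more alike, and all 35 splits gave a difference at least as large (exact permutation test, one-sided, p = 1). The difference was -0.00921, and leaving out single libraries moved it between -0.0145 and -0.00403, the alternatives that changed it most.

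Merging the peaks of all libraries gave 95163 regions, of which 53245 (56.0%) were called in all 7 libraries and 14010 (14.7%) in a single library. Over the 53245 shared regions, peaks were ranked by fold enrichment within each library. Pearson's r of these ranks, as normal scores, averaged 0.857 over pairs of one genotype and 0.865 over pairs of different genotypes (exact permutation test, one-sided, p = 1). This correlation is across regions, which are not independent replicates. The highest r of the 21 pairs, 0.888, joined WT replicate 1 with Nedd4L-cKO replicate 4. The lowest, 0.8298, joined Nedd4L-cKO replicates 2 and 3, and WT replicate 1 with Nedd4L-cKO replicate 2 was close to it at 0.8302. Within lane 1 the difference between pairs of one and of different genotypes was -0.0105 for r (exact permutation test, p = 0.867) and -0.0143 for the Jaccard index (exact permutation test, p = 1).

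**Figure D2:**
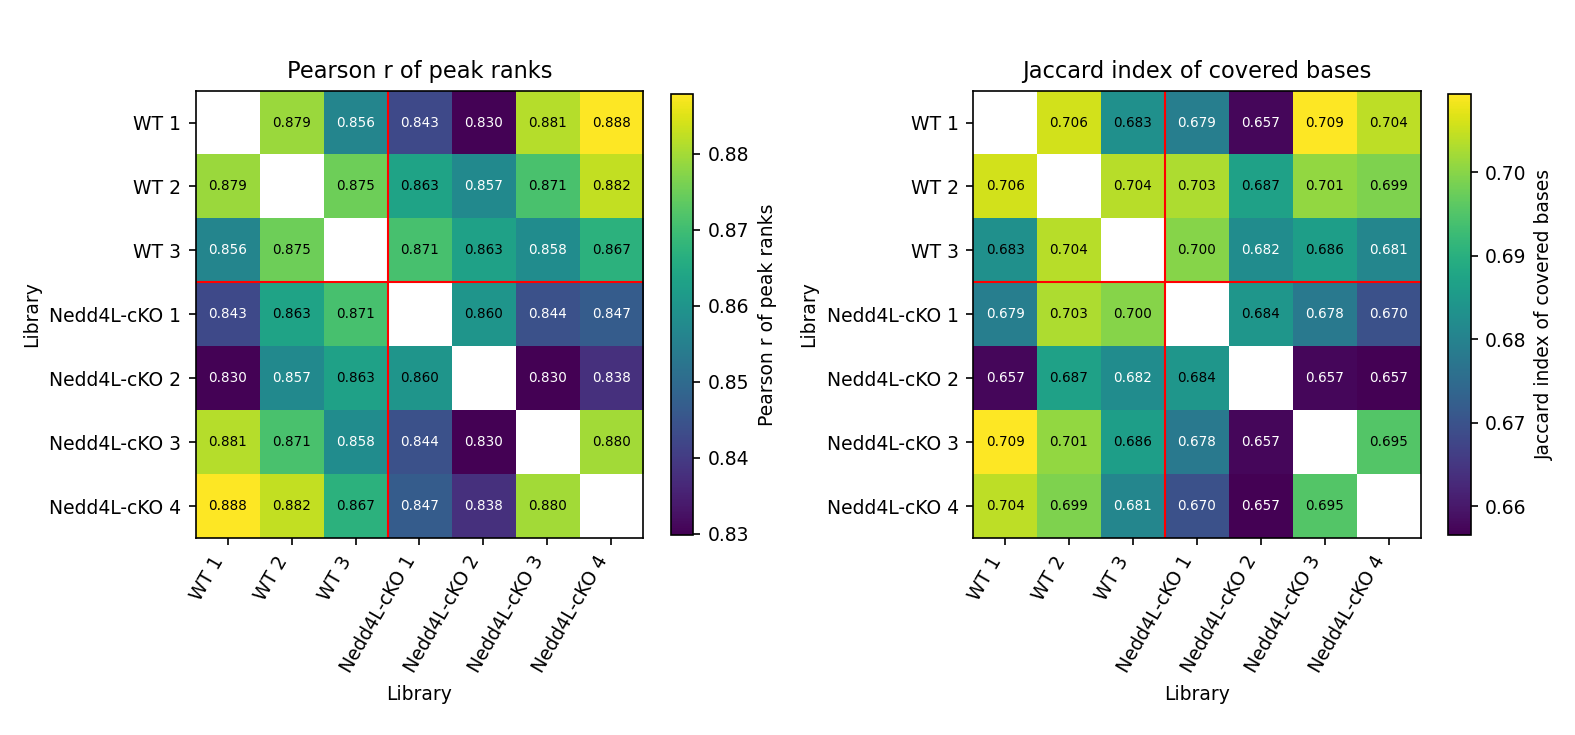
Pearson's r of peak ranks over 53245 shared regions (left) and Jaccard index of covered bases (right) for each pair of the 7 libraries, which are listed on both axes with the value in each cell. Red lines part WT from Nedd4L-cKO, and pairs of one genotype averaged 0.857 (r) and 0.682 (Jaccard) against 0.865 and 0.691 for pairs of different genotypes.

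Genotype held 14.7% of the variance of the ranks, against a median of 16.2% over the 35 splits of the same libraries (exact permutation test, one-sided, p = 0.943). Within lane 1 the share was 18.6% (exact permutation test, p = 0.667). In a principal-component analysis the first component held 26.004% of the variance and the second 16.8%. Neither separated the genotypes (exact permutation test, two-sided, p = 0.629 and p = 0.971). The first component placed Nedd4L-cKO replicates 1 and 2 and WT replicate 3, each with 14.4 to 15.1 M kept tags, on one side, and the other 4 libraries, with 17.1 to 20.1 M, on the other. Across the 7 libraries its score was related to the kept tags with Pearson's r = -0.842 (exact permutation test, p = 0.0258, Benjamini-Hochberg adjusted 0.0483 over 5 relations) and Spearman's rho = -0.714 (exact permutation test, p = 0.0881, adjusted 0.22). Leaving out the 2 libraries farthest from the median depth, Nedd4L-cKO replicate 4 and WT replicate 3, gave r = -0.951.

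**Figure D3:**
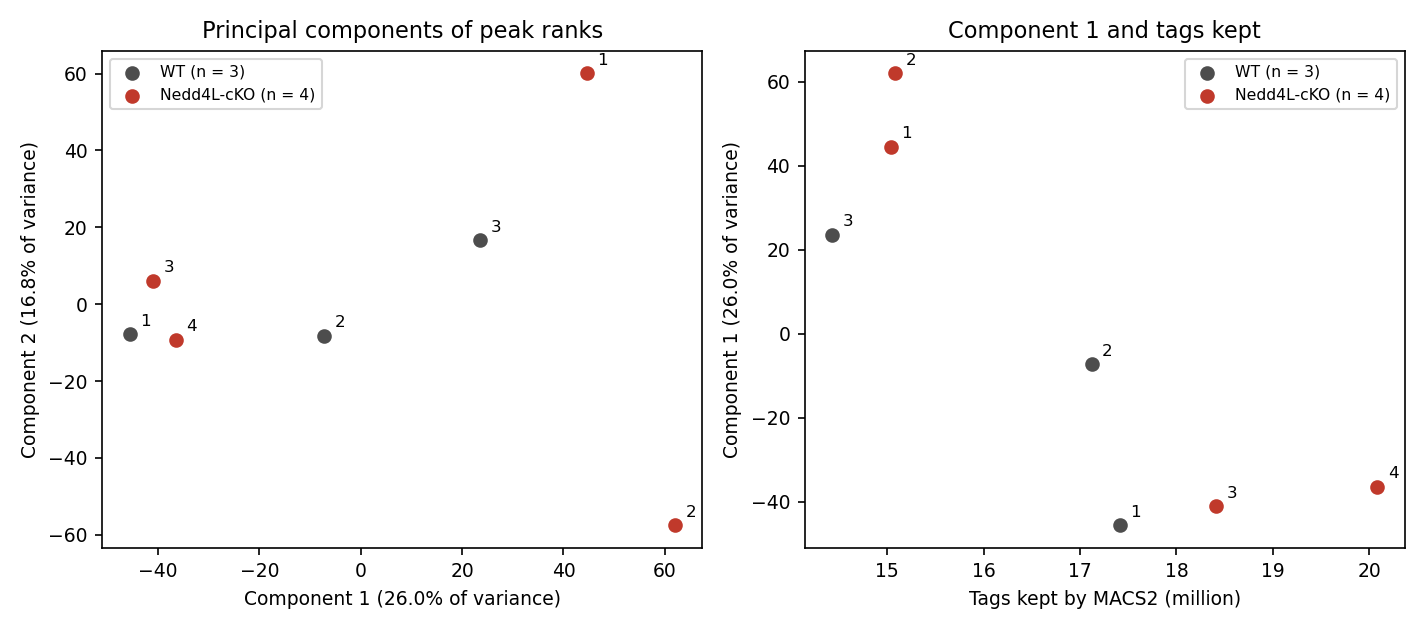
Scores of the 7 libraries on the first and second principal components of peak ranks (left), and score on the first component against tags kept by MACS2 in M (right). Points are libraries numbered by replicate, the genotypes overlap on both components, and the 3 libraries with 14.4 to 15.1 M tags have the highest scores on the first.

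Regions that part the genotypes completely were then counted. There were 66 regions called in all 4 Nedd4L-cKO libraries and in none of the 3 WT libraries, and 78 regions called in all WT and in no Nedd4L-cKO library. Over the 35 splits the median was 107 for the first count and 135 for the second, and 23 splits gave as many regions for either one (exact permutation test, one-sided, p = 0.657 for both). Asking for a -log10 q of at least 5 where a region is called and for no peak elsewhere left 0 regions in both directions. Within lane 1 the counts were 235 (exact permutation test, p = 0.733) and 310 (exact permutation test, p = 0.667), as a region then had to be absent from or present in 1 library fewer. The per-library values, the similarity of libraries and these counts made up 9 tests, and all of their Benjamini-Hochberg adjusted p-values were 1. The strongest region of the first kind lay on chromosome 3 at 90623512 to 90623989, outside gene spans and 9098 bp from S100a6, with a fold enrichment of 3.23 to 3.70 in the 4 libraries. The next lay on chromosome 15 at 34349938 to 34351709 within Matn2 and 9430069I07Rik, with a fold enrichment of 3.21 to 3.84. The strongest regions called in WT alone lay on chromosome 12, at 75105364 to 75105742 within Kcnh5 (fold enrichment 3.64 to 3.80) and at 73491467 to 73491778 within the predicted genes Gm34080 and Gm34016 (fold enrichment 3.31 to 3.45). These fold enrichments are the authors' values and describe each peak within its own list.

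Shifts in rank between the genotypes were tested for every shared region with limma. Of 53245 regions, 0 had a Benjamini-Hochberg adjusted p-value under 0.05, and 2120 (3.98%) had an unadjusted p under 0.05. Under each alternative tried, 0 regions passed as well, with 964 to 3049 regions at an unadjusted p under 0.05 and lowest adjusted p-values between 0.291 and 1. When the test was run on ranks with known shifts added to 200 of the 53245 regions, it recovered 85% of shifts of 2 normal-score units, 51% of shifts of 1.5 units, and 0% of shifts of 1 unit. A shift of 1 unit in 200 regions was therefore not detectable with these libraries.

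With no region past the threshold, the 2 with the lowest unadjusted p in each direction are given. A region within Pfkfb4 (chromosome 9, 109000580 to 109001257) had a mean percentile rank of 83.05 ± 3.77 (SD, n = 4) in Nedd4L-cKO and 41.04 ± 7.55 (SD, n = 3) in WT, a difference of 1.19 normal-score units (SE 0.179, limma adjusted p = 1.00). A region 8775 bp from Katnal1 (chromosome 5, 148861595 to 148862809) had percentile ranks of 59.1 ± 5.35 (SD, n = 4) and 19.5 ± 9.88 (SD, n = 3), a difference of 1.13 units (SE 0.208, limma adjusted p = 1.00). The lowest p in the other direction belonged to a region within Tcf12 (chromosome 9, 71888028 to 71889119), with percentile ranks of 10.8 ± 2.69 (SD, n = 4) in Nedd4L-cKO and 49.6 ± 7.06 (SD, n = 3) in WT and a difference of -1.24 units (SE 0.177, limma adjusted p = 1.00). It was followed by a region within Arhgef3 (chromosome 14, 27235559 to 27236702) with percentile ranks of 22.8 ± 5.09 (SD, n = 4) and 67.7 ± 7.47 (SD, n = 3), a difference of -1.22 units (SE 0.185, limma adjusted p = 1.00). Whether these regions are exonic or intronic was not determined, since no exon annotation on the build of the files was used here.

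Promoters of 18 genes were fixed before the data were examined. Besides Nedd4l they were the myogenic regulators Pax7, Myod1 and Myf5, the pluripotency gene Pou5f1 as a closed promoter, and genes that the study connected with quiescence, activation, proliferation or differentiation. A peak within 1 kb of the TSS was present in all 7 libraries for 14 genes and in none for 3, namely Nedd4l, Pou5f1 and Myl1. Only the outermost start of each gene was used, so a peak at an internal promoter does not count here, and the absence of one at Nedd4l does not show that the gene has no open promoter. The promoter of Dcx had a peak in 2 of 4 Nedd4L-cKO and 2 of 3 WT libraries. With a minimum -log10 q of 5, the alternative that moved it most, the number of genes with a peak in all libraries fell from 14 to 10. Of the 14 promoters tested with limma, 0 passed an adjusted p of 0.05, both adjusted over the list alone and over all 53245 regions. No promoter had an unadjusted p under 0.05, and the lowest adjusted p over the list alone was 0.881. As part of the list comes from expression changes that the study measured in other samples of the same genotypes, the list is not a random set of genes.

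The Pax7 promoter (chromosome 4, 139832525 to 139834563) had a percentile rank by fold enrichment of 8.22 ± 5.17 (SD, n = 4) in Nedd4L-cKO and 3.80 ± 0.468 (SD, n = 3) in WT, a difference of 0.33 normal-score units (SE 0.212, limma p adjusted over the list alone = 0.881). Nedd4L-cKO replicate 1 had the highest rank, 15.5, and without it the Nedd4L-cKO mean was 5.79 ± 2.15 (SD, n = 3). The Myod1 promoter (chromosome 7, 46375768 to 46377837) ranked at 24.0 ± 8.05 (SD, n = 4) and 22.3 ± 3.603 (SD, n = 3), with a difference of 0.04 units (SE 0.196, limma p adjusted over the list alone = 0.981). By pileup the same promoters ranked higher. The Pax7 promoter had percentile ranks of 82.1 ± 1.15 (SD, n = 4) and 77.8 ± 3.56 (SD, n = 3), and the Myod1 promoter 93.6 ± 4.28 (SD, n = 4) and 94.7 ± 3.59 (SD, n = 3). The lowest p of the list belonged to Mymk (chromosome 2, 27069389 to 27072293), with percentile ranks by fold of 26.7 ± 4.12 (SD, n = 4) and 17.4 ± 2.59 (SD, n = 3) and a difference of 0.32 units (SE 0.166, limma p adjusted over the list alone = 0.881). By pileup the Mymk promoter ranked alike in both genotypes, at 60.39 ± 7.65 (SD, n = 4) in Nedd4L-cKO and 60.44 ± 9.03 (SD, n = 3) in WT. In all, 9 of the 14 promoters had a higher mean percentile in Nedd4L-cKO and 5 a lower one.

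**Figure D4:**
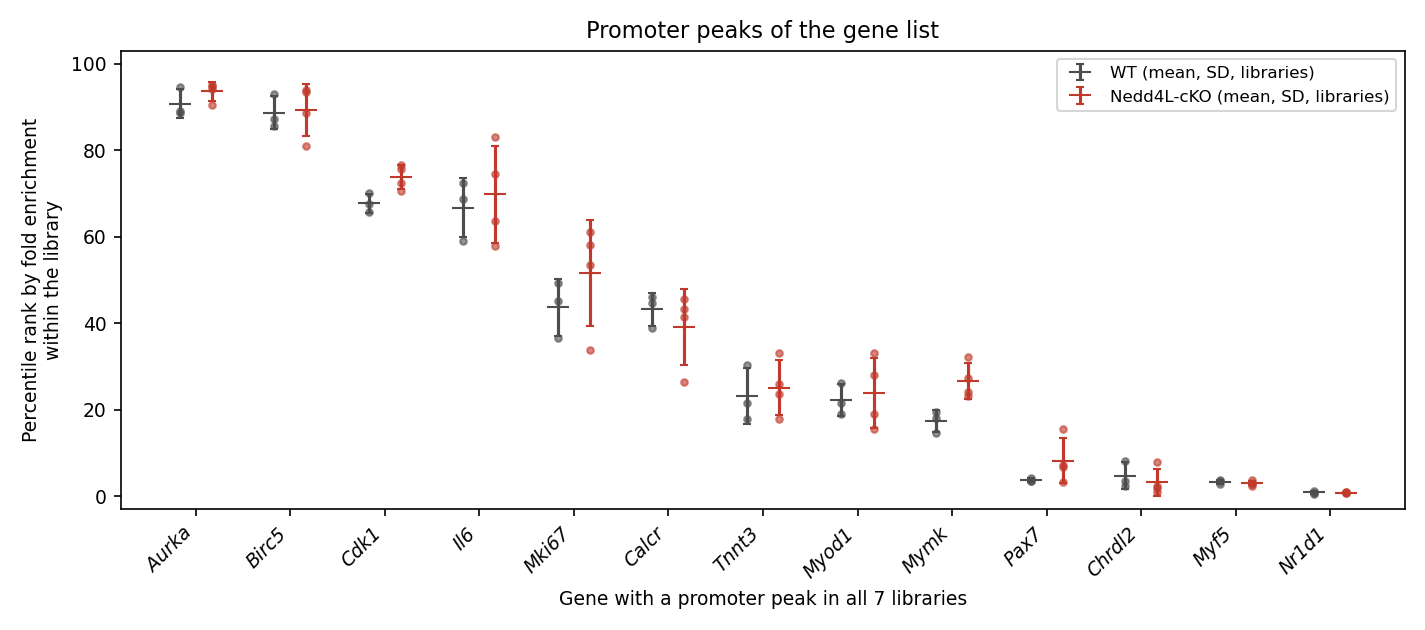
Percentile rank by fold enrichment within each library (vertical axis) for listed genes with a promoter peak in all 7 libraries (horizontal axis), with libraries as points and means and SD of 3 WT and 4 Nedd4L-cKO libraries as lines and bars. Group means run from 0.883 for Nr1d1 to 93.6 for Aurka, and the lowest limma p adjusted over the list alone was 0.881.

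The 3 regions with the highest median rank by fold lay on chromosome 6 at 103648958 to 103649383 within Chl1, on chromosome 5 at 146260898 to 146261447 within Cdk8, and on chromosome 3 at 5860259 to 5860907, which is 281663 bp from the nearest protein-coding gene, Pex2. Their median percentiles over the 7 libraries were 99.9991, 99.9972 and 99.9953. The limma adjusted p between the genotypes was 1.00 for each, which says nothing about genotype, since the regions were chosen for a top rank across libraries. For the Chl1 and Cdk8 regions the mean percentile was the same in both genotypes. No list of artifact-prone regions was applied, so the top ranks alone do not show that the 3 regions are the most accessible chromatin of MuSCs.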

Values the study reported

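The study sorted 5000 MuSCs for each ATAC-seq library. In a separate RNA-seq experiment on freshly isolated MuSCs it reported 426 genes with different expression between WT and Nedd4L-cKO mice.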

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

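All 4 tests of this part were chosen only after the results were seen. For 27 measures of the 4 Nedd4L-cKO libraries, the distance of the most extreme library from its nearest neighbour was compared with the range of the group (Dixon's ratio). It passed the 95% critical value for 2 measures, where chance gives about 1 in 20, and both concern Nedd4L-cKO replicate 4.

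This library covered 73.6 Mb with peaks, far from the other 3 Nedd4L-cKO libraries, which covered 62.0 to 64.0 Mb. Its ratio, 0.830, lies close to the critical value. It is also the library with the most peaks (79158) and the most tags kept (20.1 M). When every library was reduced to the same number of strongest peaks, replicate 4 still covered 68.6 Mb and the other 6 libraries 61.1 to 64.4 Mb. Its ratio among the Nedd4L-cKO libraries was then 0.825, just under the critical value. This does not settle how much of the excess the number of peaks explains. The reduction drops the most weak peaks from replicate 4, and weak peaks were shorter. Depth stays open. Covered length and tags kept had Pearson's r = 0.756 (exact permutation test, n = 7, p = 0.029, adjusted 0.0483 over 5 relations) and Spearman's rho = 0.571 (exact permutation test, p = 0.2, adjusted 0.333). Without this library and WT replicate 3, the 2 farthest in depth, r was 0.251. The relation thus depended on these 2 libraries, and replicate 4 was not left out alone. The depth of replicate 4 and a property of its sample cannot be told apart. Differences between the mice of one genotype were not tested.

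The median peak length of the same library was 849 bp, far from the 818 to 820 bp of the other Nedd4L-cKO libraries. With the same number of strongest peaks in every library its median was 922 bp and that of the other 6 libraries 811 to 855 bp. This does not rule out the number of peaks. The reduction drops the most weak peaks from this library, and weak peaks were shorter, so its median had to rise. A candidate explanation is the make-up of peaks near the calling threshold. Among peaks with a -log10 q of at least 5 its median was 1135 bp, next to 1134 bp in Nedd4L-cKO replicate 2. Because the stricter limit also spreads the other libraries (1050 to 1134 bp), this explanation and a difference in the sample cannot be told apart. No biological explanation was tested, as the design gives no factor that parts this library from the other Nedd4L-cKO libraries.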

How the results depend on the processing

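The depth covariate, the ranking of the gene list by pileup and the replicate block for the Jaccard index, the pairwise correlation and the separating regions were chosen only after the data were seen, and the other alternatives before. Over 22 alternative settings, 218 values were recomputed. Of these, 14 changed sign, 24 counts moved by over 1.5 times, 1 difference passed its threshold and 179 did none of these. Not every result was recomputed in every setting. With a library left out, or with the replicate block, the smallest possible exact p is 0.0667 or more, so exact tests in these settings could not pass 0.05 and say nothing about stability. The number of regions with a limma adjusted p under 0.05 stayed at 0 in each of its 18 alternatives, with 964 to 3049 regions at an unadjusted p under 0.05, and the Jaccard difference stayed negative in each of its alternatives, which did not include the depth covariate. The share of variance between genotypes did not pass its exact test in the settings that kept all 7 libraries without a block. With the depth covariate it was 19.9% (exact permutation test, p = 0.143).

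The sign of the differences per library, Nedd4L-cKO minus WT, depended on the peaks used, and no sign change was past its exact test. Among peaks with a -log10 q of at least 5, the difference in peak number was -1020.67, in covered length -0.356 Mb and in promoter share 0.839 percentage points. Among broad peaks that hold a narrow peak they were -2831 peaks, -0.384 Mb and 0.688 percentage points. In the latter set the median length differed by 36.8 bp, with the groups fully apart (exact permutation test, p = 0.0286, the smallest possible), against 9.08 bp among all peaks and 24.9 bp (exact permutation test, p = 0.286) under the stricter limit. The cause was not tested. The set of broad peaks that hold a narrow peak kept a larger share of peaks in WT replicates 1 and 2 than elsewhere. The differences in this set alone therefore do not show a genotype effect.

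Leaving out each library in turn gave differences from -1906.67 to 1378.67 in peak number, -1.67 to 2.18 Mb in covered length, -5.75 to 17.75 bp in median length and -0.276 to 0.302 percentage points in promoter share. The sign changed without Nedd4L-cKO replicate 4 for peak number (-1906.67), covered length (-1.67 Mb) and promoter share (0.302), and without WT replicate 3 for median length (-5.75 bp). Fewer libraries per group make complete separation easier by construction, and the counts of regions in one genotype alone rose from 66 to between 112 and 272 for Nedd4L-cKO and from 78 to between 135 and 319 for WT.

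These counts also followed the definition of a call. They were 28 for Nedd4L-cKO and 47 for WT among peaks with a -log10 q of at least 5, 37 and 133 among broad peaks that hold a narrow peak, and 130 and 130 when peaks had to cover at least 50% of a region. Both were 0 when presence needed a -log10 q of at least 5. None was past its exact permutation test. The lower pairwise correlation within genotypes than between them, -0.00808, turned to 0.00766 with the depth covariate (exact permutation test, p = 0.229), and was negative in the other settings.

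Libraries of both genotypes carry the replicate numbers 1 to 3, but neither the labels nor the study's methods state that the numbers pair them. The correlations of same-numbered deviations from the group means were -0.0874, 0.0336 and -0.159. These were not compared with differently numbered libraries, so they do not settle whether same-numbered libraries were prepared together. With a replicate block, which leaves out Nedd4L-cKO replicate 4 for the values per library, the differences were -1906.67 peaks, -1.67 Mb, 1.67 bp and 0.302 percentage points (exact sign-flip test over 3 pairs, smallest possible p = 0.25; p = 0.25, 0.25, 1 and 0.5). The blocked share of variance was 30.7% (exact permutation test, p = 0.75) and limma with the block called 0 regions (2138 at an unadjusted p under 0.05). With labels swapped within the 3 numbers, the Jaccard difference was -0.00403 and that of the correlation -0.00228 (exact permutation test, p = 0.75 for both), and the separating regions were 112 for Nedd4L-cKO (exact permutation test, p = 1) and 292 for WT (exact permutation test, p = 0.5).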

Other observations

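The tests of peak number against depth, of the pileup limits of MACS2, of library similarity against depth and redundancy, of a female library, of redundant tags and of the strength of separating regions in other splits were chosen only after the results were seen. The test of local background was chosen after the low ranks by fold had been seen, but before pileup and background were looked at. The others were chosen before.

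The absence of regions past the limma threshold and the small sets of separating regions were set against the other ways to part the libraries. As the genotypes gave 0 regions past an adjusted p of 0.05, all 35 of the 35 splits gave as many by construction, which tests nothing. At an unadjusted p, 34 of 35 splits gave at least the 2120 regions that the genotypes gave under 0.05. The largest number, 5849, came from the split of the 4 deepest against the 3 shallowest libraries. For regions called in all libraries of one genotype alone, 23 of the 35 splits gave at least 66 for Nedd4L-cKO and 23 gave at least 78 for WT, and the 4 deepest libraries alone shared 580. The median -log10 q of the separating regions was 1.98 (5th to 95th percentile 1.43 to 3.14). A region missing from several libraries is weak in any split, so this value alone does not part chance from genotype. In the other 34 splits the median was 1.83 to 2.28, and 28 of the 35 splits gave one as high as the genotypes. In number and strength the separating regions are thus consistent with those that a split without regard to genotype gives.

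Library similarity was related to depth, in tests on the same libraries in which it was noticed. Over the 21 pairs, pairs that differed more in log2 tags kept were less alike (Mantel test over 5040 permutations, one-sided): rho = -0.449 for the correlation of ranks by fold (permutation p = 0.0427, adjusted 0.0853 over 6 tests) and -0.582 for the Jaccard index (permutation p = 0.0131, adjusted 0.0786). None of the 6 passed 0.05 after adjustment. The share of redundant tags gave rho = -0.0494 (permutation p = 0.382, adjusted 0.422). Its relation to the first component, however, had Pearson's r = 0.461 (exact permutation p = 0.305, n = 7, adjusted 0.305 over 5 relations), Spearman's rho = 0.429 (exact permutation p = 0.354, adjusted 0.442) and r = 0.833 without Nedd4L-cKO replicates 1 and 4, the 2 farthest in redundancy. With 7 libraries, redundancy and depth cannot be told apart as sources of the first component. With a linear fit on depth removed from each region, pairs of one genotype were more alike by 0.00766 (exact permutation test, p = 0.229). Depth may account for part of the first component, but this fit is no further evidence for it. Removing a variable related to that component removes part of it by construction. A covariate fitted to 7 libraries also removes other differences that run with depth. Peak number itself did not rise steadily with the tags kept (Spearman's rho = 0.25, exact permutation p = 0.595, n = 7, adjusted 0.595 over 5 relations; Pearson's r = 0.633, exact permutation p = 0.108, adjusted 0.135, and 0.25 without Nedd4L-cKO replicate 4 and WT replicate 3). WT replicate 3, alone on lane 2, ranked 5 of 7 from the lowest in its mean correlation with the other libraries, and the lowest was Nedd4L-cKO replicate 2 of lane 1 (0.846), so the lane is not the source of the lowest similarity. WT replicate 3 had the shortest median peak length (788 bp, against 818 to 849 bp) and the fewest tags kept, and for its peak length lane and depth cannot be told apart.

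In WT replicates 1 and 2, 92.5% and 92.8% of broad peaks held a narrow peak, against 84.7 to 87.3% in the other 5 libraries. Pileups at a base are whole numbers, and at the genome-wide background of these libraries the smallest pileup that passes the broad and the narrow limit was the same, 7. In the other 5 the limits were 1 apart (6 and 7, or 7 and 8). Equal or unequal whole-number pileup cutoffs matched the share in 7 of 7 libraries. This step in the calling may therefore explain the larger shares, which should not be read as a genotype effect, since WT replicate 3 (86.0%) lies with the Nedd4L-cKO libraries.

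Tags beyond 1 per position and strand are not counted, which limits the pileup to 400. The deepest library had 1.39 times the tags of the shallowest. Its pileups were 1.30 times higher in regions of middle strength and 1.17 times higher in the strongest 1% of regions. The limit of 1 tag kept per position is a candidate cause of this compression, which could hide differences between strong regions. The ratio of strongest to middle regions did not differ between the genotypes (exact permutation test, two-sided, p = 0.629).

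Between 45.3% and 58.5% of the tags that MACS2 read were redundant, although the methods name removal of duplicates before peak calling. Random ends at the observed pileups would make at most 5.16% redundant inside peaks. Uneven cutting by Tn5 could raise this figure and was not measured, and separate read pairs that share 1 end pass duplicate removal but not this filter. These sources and duplicates left in the data cannot be told apart from peak lists. Nor do the lists show how many redundant tags lay on the mitochondrial genome. Peaks there had pileups of 291 to 317.13, against a limit of 400.

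The Pax7, Nr1d1, Chrdl2 and Myf5 promoters ranked in the lowest 10% by fold but at percentiles 66.2 to 99.96 by pileup. The background implied by pileup and fold was 5.67 to 22.95 times the genome background at these promoters, against a median of 2.19 in all shared regions, and its lowest percentile was 88.1 (Chrdl2). A local background raised by the tags of the promoter itself, in a window of 10000 bp, is a candidate cause. MACS2 took the background from the library itself, so these tags enter it by design. How much they raise it, against a truly raised surrounding, cannot be told, as the background is computed from the same pileup and fold as the pattern. Over all shared regions, Spearman's rho of fold and pileup averaged 0.332 over libraries, so ranks by fold and by pileup often differ.

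DNA of another mouse strain around the engineered alleles could change mapping on one genotype. Within 10 Mb of Nedd4l, 3.65% of 521 regions had an unadjusted p under 0.05, at percentile 38.3 of 10000 random windows, and within 10 Mb of Pax7 it was 5.06% of 890 regions, at percentile 87.4 (95th percentile of windows, 5.66%). Neither is above chance, but ranks with few differences anywhere leave a small effect open, so strain and genotype cannot be told apart here.

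The study gives male mice for its ATAC-seq. The Y genes Ddx3y, Uty, Kdm5d and Eif2s3y, named for this test before its result was seen, had a peak at the start in 7 of 7 libraries, which argues against a library from female mice alone. A peak near the start of Xist was also called in 4 libraries, weakly (-log10 q 1.36 to 2.93), so that 3 libraries had the Y peaks and none at Xist. From the peaks alone, a mix of both sexes in a library cannot be told apart from a weak male signal at Xist. The study counts 4 Nedd4L-cKO and 3 WT male mice, as many as libraries, so by its account no library pooled mice. The ratio of X to autosome pileup was alike in all libraries (0.818 to 0.849).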
